A study of Mus musculus with 5 samples. Its data were reported in "Mutant KRAS promotes malignant pleural effusion formation" (2017).

How the data were processed

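RNA of triplicate cultures of each line was pooled by the authors and hybridized to 1 Affymetrix whole-transcript mouse array per line, per their methods. The deposited values are intensities on a linear scale, 1 per probe set (transcript cluster) and array, and the authors had already normalized them between arrays. How this was done is not settled: the series text names GeneSpring GX 12.5, whereas the methods of the study describe summarization by iterative PLIER with background correction by GC content in Expression Console, followed by Lowess over all arrays. Both would make the distributions of the arrays alike, and the table shows that, with intensities from 17.8 to 10702 and medians from 62.0 to 63.8, so a change in total RNA per cell would not be seen. The values were not centred per gene, and came without detection p-values. Of 33794 probe sets, 922 had the same value on every array and 16986 (50.3%) had at least 2 equal values.

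Probe sets were named through the platform annotation and current symbols of the mouse reference gene table. Of 25341 listed probe sets, 23521 had 1 symbol, of which 23328 were matched by gene identifier, and 1820 had several; 8453 were not listed and remain unnamed here. For each of 22180 genes the probe set of highest mean intensity was used. Several probe sets existed for 1082 genes, and they differed in direction (by at least 1 log2 each way) for 1 gene. No probe set carried the name Kras (0), so the Kras comparison that had been planned was not analysed here. The genome build behind the table is not given in the sources used here, and no coordinates are printed; the reference gene table (GRCm38.p6) served for names and for the order of neighbouring genes.

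Intensities were analysed as log2(intensity + 1), and fold changes are on that scale, which understates differences of dim genes. Groups were the lines themselves, with 1 array each. Kras status was taken from the study, which sequenced the transcript in each line. LLC, MC38 and AE17 were compared with B16F10 and PANO2 by limma 3.58.1 (lmFit and eBayes, R 4.3.3) with Benjamini-Hochberg adjustment over all genes at 0.05, with the line as the unit. Genes were called separated when the lowest of 3 lines lay at least 2 (log2, 4-fold) above the highest of the other 2, or the reverse, without a test, and this count was repeated for the 10 divisions of the lines into 3 and 2. Gene lists were tested by camera with its preset correlation of 0.01, with camera's estimated correlation and fry beside it, adjusted over 24 lists, and members within 1e-09 of no difference were counted as equal; fry asks whether the genes of a list move in 1 direction and compares them with no other genes. Line-specific genes lay at least 3 (log2, 8-fold) above or below all other lines. A list's level in a line was its median difference from the mean of the other 4 lines, set beside 10000 random lists of the same size drawn from 20 bins of mean expression. Distances were SDs over genes of the difference between lines. The background level, the 95th percentile of odorant and vomeronasal receptor genes (between 5.92 and 6.01 log2 per array), and the random lists beside each line were chosen after the data were seen. The comparisons, their tests, gap rules, lists and naming rule were fixed before the data were examined. Most tests of explanations, given under other observations, were chosen after.

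The genes named were Ccl2 and Ccl7, the 12 with the widest gap in each direction between Kras-mutant and wild-type lines, the 6 furthest above and the 3 furthest below the other lines in each line (leaving out predicted, clone, small RNA and receptor gene names), and up to 4 members per list with the largest difference in the comparison described. Others are marked where they appear. The lists covered the study's signature, CC chemokines, CXC chemokines and myeloid growth factors, RAS family and upstream receptors, ERK pathway output, amino acid synthesis and ATF4 targets, interferon response, MHC class I, angiogenesis and vascular leak, glycolysis and hypoxia, proliferation, replication-dependent histones, p53 targets and tumour suppressors, mesenchymal and matrix, epithelial, melanocyte, mesothelial, pancreatic, colon and intestinal, lung epithelial, haematopoietic and macrophage, endothelial, housekeeping and sex-linked genes.

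The procedure was tested on simulated data of 22180 genes with 200 changed ones, 3 lines against 2. Each gene was given the spread within the Kras classes of a real gene picked at random. limma recovered 55.5% of genes changed by 2 (log2), 84.5% of those changed by 4 and 87.5% of those changed by 6. It made 7 to 12 false calls. The gap rule, counted upward only, recovered 9%, 98% and 99%, with 6, 11 and 6 false calls. Alternatives were quantile normalization, subtraction of array medians, an offset of 16, removal of genes whose mean lay below the median over genes, every probe set, the mean of a gene's probe sets, each line left out, other variance models, a required log2 difference of at least 1, other gaps, other list tests, the 2000 most variable genes for distances, and a floor at the receptor gene level, the last chosen after seeing the data.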

Results

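Messenger RNA of 5 mouse tumour cell lines, all derived from C57BL/6 mice, was measured on whole-transcript expression arrays, with 1 array per line. The lines were LLC (Lewis lung carcinoma), MC38 (colon adenocarcinoma), AE17 (malignant pleural mesothelioma), B16F10 (skin melanoma) and PANO2 (pancreatic carcinoma). The sample labels name the line and give the genotype of every line as wild type, the Kras-mutant ones included. The division into 3 Kras-mutant lines (LLC, MC38 and AE17) and 2 Kras-wild-type lines (B16F10 and PANO2) comes from the genotyping in the study, not from the labels, and was used only to contrast lines. There were no replicate arrays, so each value below belongs to a single array, and no p-value measures the spread between cultures of a line. The p-values of limma and fry rest on the spread between lines. Those of camera compare the genes of a list with the other genes, so a small one is not by itself evidence over lines. The permutation p-values compare counts of neighbouring genes with those among random genes of like intensity. Each array carried 33794 probe sets, from which 22180 named genes were taken. Median intensity was 63.5 in LLC, 62.7 in MC38, 63.8 in AE17, 62.0 in B16F10 and 62.4 in PANO2. Between 12942 (AE17) and 13220 (B16F10) genes lay above the level below which 95% of the 1394 odorant and vomeronasal receptor genes of that array fell. The number of arrays limits the precision of all comparisons.

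The first comparison asked which transcripts set Kras-mutant tumour cells apart from Kras-wild-type ones, with Ccl2, a monocyte-attracting chemokine, as the gene the study pursued. Ccl2 stood at 11.91 in LLC, 12.32 in MC38 and 11.98 in AE17 (log2 intensity), against 5.98 in B16F10 and 7.47 in PANO2. The mean difference was 5.34 ± 0.52 (log2, SE; 3 lines against 2), or 40.6-fold, and the lowest mutant line lay 21.7-fold above the highest wild-type line. Ccl7, encoding a related monocyte chemoattractant beside Ccl2 in the genome, was 3.62 ± 0.32 higher, with 9.53, 9.69 and 10.14 in LLC, MC38 and AE17 and 5.81 and 6.53 in B16F10 and PANO2. Other chemokine genes next to them, looked at because of their place, showed no such gap, as Ccl11, Ccl12, Ccl8 and Ccl1 differed by 0.14, -0.08, 0.26 and 0.05. Except for Ccl8 in AE17 (6.36), these lay below the receptor gene level in every line, so they say little about where the gap ends. Neither chemokine passed the test across all genes (limma, adjusted p = 0.51 for Ccl2 and adjusted p = 0.471 for Ccl7). With PANO2 left out the Ccl2 difference was 6.09 (limma, adjusted p = 0.0331; adjusted p-values over all alternatives ran from 0.0331 to 0.876), a fit in which B16F10 alone stands for the wild-type lines and is assumed to vary like the others.

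Across the transcriptome, 22 genes were at least 4-fold higher in each Kras-mutant line than in both wild-type lines, and 9 were at least 4-fold lower. If the lines were exchangeable and no values were equal, chance alone would separate the classes without overlap, at any size, in 10% of genes per direction. After Ccl2, the widest gap upward belonged to Prrx1, a homeobox transcription factor of mesenchymal cells, which was 4.69 ± 0.20 higher (log2, SE) and ranged from 10.90 to 11.18 in the mutant lines against 6.11 in B16F10 and 6.63 in PANO2. Pxdn, a peroxidase that crosslinks basement membrane collagen, was 4.42 higher, Ogn, a small leucine-rich proteoglycan, was 4.37 higher, Dkk2, a secreted Wnt modulator, was 3.89 higher, and Serpinf1, which encodes pigment epithelium-derived factor, was 2.80 higher. Dusp9, a phosphatase that inactivates MAP kinases, was 3.22 ± 0.19 higher. The same direction held for Gpr149, an orphan receptor (4.16), Hspb8, a small heat shock protein (3.94), H1f5, a linker histone (4.33), and Flrt2, a leucine-rich transmembrane protein (3.50). H1f5 also differed between the wild-type lines, at 4.86 in B16F10 and 7.29 in PANO2. The limma test called 0 of these genes, or of any others, at an adjusted p under 0.05. Its smallest adjusted p was 0.284, and 1028 genes had an unadjusted p under 0.05, where 1109 are given by chance. Leaving out B16F10 gave 214 limma calls and leaving out PANO2 gave 357, with the spread then taken from the mutant lines alone.

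**Figure D1:**
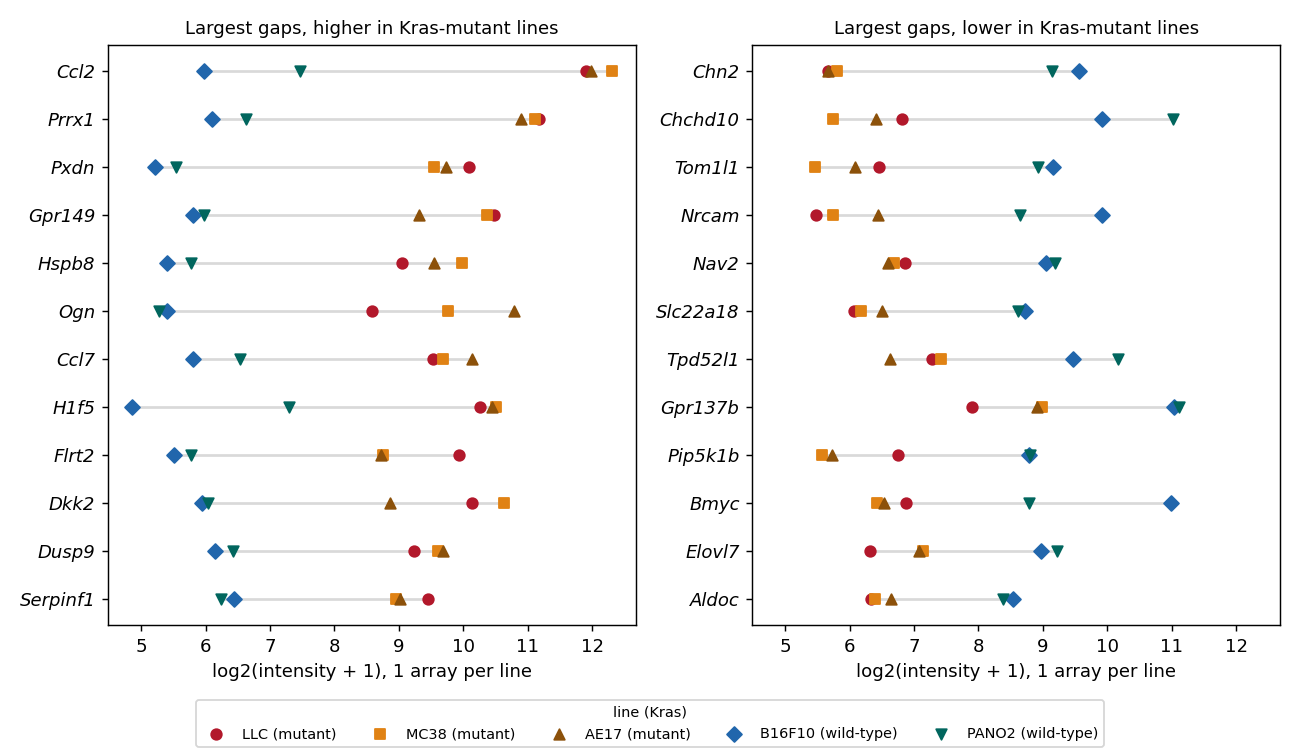
Expression of the 12 genes with the widest gap upward (left) and the 12 with the widest gap downward (right) between Kras-mutant and wild-type lines; each point is the single array of 1 line, the x axis is log2(intensity + 1) and grey lines span the range. Ccl2 lies between 11.91 and 12.32 in the mutant lines and at 5.98 and 7.47 in the wild-type lines.

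Of the genes lower in Kras-mutant lines, Chn2, which encodes a GTPase-activating protein for Rac, differed by -3.64 ± 0.15 (log2, SE; limma, adjusted p = 0.284) and lay between 5.66 and 5.81 in the mutant lines against 9.55 in B16F10 and 9.14 in PANO2. Chchd10, a mitochondrial protein, differed by -4.15 ± 0.51, and was highest in PANO2 at 11.01. Nrcam, a neuronal cell adhesion molecule, differed by -3.40, Tom1l1, a trafficking adaptor, by -3.04, Pip5k1b, a phosphoinositide kinase, by -2.78, Tpd52l1 by -2.71, Gpr137b, a lysosomal membrane protein, by -2.47, Slc22a18, a membrane transporter, by -2.42 and Nav2, a neuron navigator gene, by -2.40. Bmyc, a relative of Myc, Elovl7, a fatty acid elongase, and Aldoc, a glycolytic aldolase, followed with gaps of 1.91, 1.84 and 1.73 between the lowest wild-type and the highest mutant line. Fewer lines leave fewer conditions to meet, and the counts of higher and lower genes went to 31 and 17 without LLC, 33 and 22 without MC38, 41 and 10 without AE17, 134 and 112 without B16F10 and 115 and 197 without PANO2.

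The 5 lines can be divided into 3 and 2 in 10 ways, and the same rule was applied to each. Division by Kras status separated 31 genes, and the other 9 divisions separated between 5 and 21. The excess lay in genes higher in the 3 lines, with 22 against 0 to 9, and not in genes lower in them, with 9 against 4 to 14. In simulated lines, 6 to 11 unchanged genes met this rule in the upward direction, the only one counted there. Those lines were drawn independently, so they lack any likeness between real lines. Their spread was that within the Kras classes, shuffled over genes, so this count is no chance expectation for the 22. The second largest number, 21, came from dividing LLC, AE17 and B16F10 from MC38 and PANO2.

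**Figure D2:**
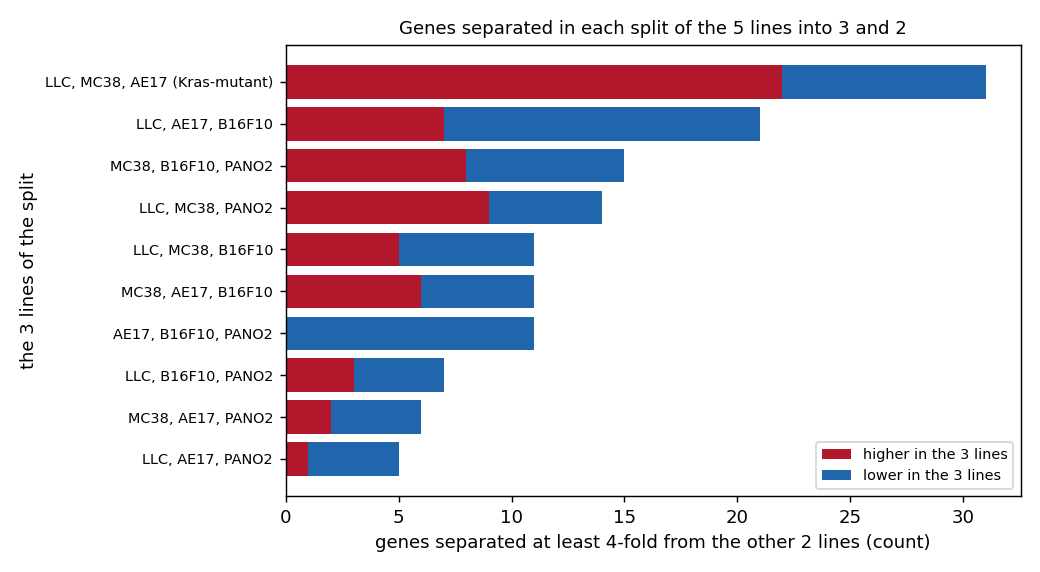
Number of genes separated at least 4-fold (x axis, count) in each of the 10 divisions of the 5 lines into 3 and 2 (y axis, the 3 lines named), with red bars for genes higher and blue bars for genes lower in the 3 lines. The Kras-mutant lines reach 31 genes, and the next division reaches 21.

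The 3 Kras-mutant lines resembled each other, whereas the 2 wild-type lines did not. The spread (SD over genes) of the log2 difference between 2 lines was 0.493 for LLC and AE17, 0.512 for LLC and MC38 and 0.611 for MC38 and AE17, with a mean of 0.538, against a mean of 0.704 for the 6 pairs of a mutant and a wild-type line. B16F10 and PANO2 were the least alike of all 10 pairs, at 0.823, and differed at least 4-fold in 953 genes. The fewest were 220 genes, for LLC and AE17. Pairs within and across the classes nearly met, with 473 genes for MC38 and AE17 against 511 genes, and a spread of 0.631, for LLC and PANO2. The ratio of both means was 0.764 for Kras status and 0.895 to 1.18 for the other 9 divisions.

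The transcripts that the study listed as its candidate mutant Kras signature were then examined. Of 24 listed genes 17 could be matched by name here. The study gives array values for the others too, which were not examined here. Among those matched, 17 of 17 were higher in each mutant line than in both wild-type lines, where 10% would be by chance in that direction. The median difference was 2.64 (log2), and the list was called as a set (camera, adjusted p = 8.75e-22; adjusted p = 0.0713 with an estimated correlation; fry, adjusted p = 0.00415). Ccl2, Prrx1, H1f5 and Gpr149 led with 5.34, 4.69, 4.33 and 4.16. At the other end Mpp1, Psat1, Cep170 and Asns differed by 0.83, 0.51, 0.48 and 0.47, each under 2-fold; these 4 were picked after their values were seen. With p adjusted over the list alone, 13 of its genes were called, against 0 with adjustment over all genes. The study selected this list on arrays of these same lines, so neither its direction nor the count adjusted over the list alone is independent evidence.

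Of 24 gene lists fixed in advance, 8 were called between Kras-mutant and wild-type lines by camera with its preset correlation, and 0 with an estimated correlation. The other 9 divisions of the lines called 2 to 11 lists, so the number called does not set Kras status apart. The mesenchymal and matrix list rose in the mutant lines (26 of 31 members higher, median 1.05; camera, adjusted p = 2.16e-07; adjusted p = 0.478 with an estimated correlation). Its leading members were Prrx1 (4.69), which is also in the signature, the matrix metalloproteinase Mmp2 (3.42), the transcription factor Snai2 (3.39) and Col3a1 (3.02). Of its 31 members 14 were higher with no overlap between the classes, against 10% by chance in that direction for exchangeable lines. The mutant lines were alike in general, so that share is a loose reference. Mmp2 was however high in MC38 (11.39) and AE17 (11.74) alone, at 6.44 in LLC. The list was also uneven over lines. Its median against the mean of the other lines was 0.94 in MC38, 0.20 in LLC, 0.03 in AE17, -0.49 in PANO2 and -1.27 in B16F10. This list and the signature were the 2 lists called whichever line was left out. The CC chemokine list rose too (13 of 19 members higher and 1 equal; camera, adjusted p = 0.0233; adjusted p = 0.71 with an estimated correlation), but its median was 0.06, and Ccl2 and Ccl7 were its only members with a gap of at least 2-fold. That call was lost without MC38, AE17 or B16F10 (camera, adjusted p = 0.0633, adjusted p = 0.0565 and adjusted p = 0.246).

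The other called lists each rested on 1 or a few lines. The proliferation list rose (27 of 27 members higher, median 1.03; camera, adjusted p = 4.24e-05; adjusted p = 0.845 with an estimated correlation), led by the cyclins Ccnb2 (1.67) and Ccna2 (1.61), the kinesin Kif11 (1.44) and Mki67 (1.42), yet 1 of 27 members was free of overlap and the call was lost without PANO2, where its direction turned down (camera, adjusted p = 0.161). Interferon response genes rose (27 of 28 higher, median 0.96; camera, adjusted p = 0.00397; adjusted p = 0.845 with an estimated correlation), led by Oasl2 (2.40), Oas2 (2.02), Usp18 (1.99) and Igtp (1.70), and were not called without MC38 (camera, adjusted p = 0.764) or PANO2 (camera, adjusted p = 0.564). The MHC class I list rose (11 of 13 higher, median 0.47; camera, adjusted p = 0.0364; adjusted p = 0.845 with an estimated correlation) and was not called without MC38, B16F10 or PANO2 (camera, adjusted p = 0.764, adjusted p = 0.128 and adjusted p = 0.449). Tap2, encoding a peptide transporter, lay between 7.15 and 7.52 in the mutant lines, at 5.94 in B16F10 and at 5.63 in PANO2. Against the mean of the other lines, LLC, a mutant line, had the lowest median on both the interferon (-1.28) and the MHC class I list (-0.71). AE17 lay at -0.12 and -0.14, and only MC38 lay above the other lines, at 3.15 and 1.54. The melanocyte list fell (19 of 22 lower, median -1.99; camera, adjusted p = 1.89e-04; adjusted p = 0.845 with an estimated correlation), and was not called without B16F10, where its direction turned up (camera, adjusted p = 0.714). Genes of the p53 list fell (12 of 17 lower, median -0.22; camera, adjusted p = 0.0233; adjusted p = 0.845 with an estimated correlation), with Trp53inp1 at -2.64, Cdkn1a at -1.54, Zmat3 at -1.42 and Mdm2 at -1.30, and were not called without MC38, B16F10 or PANO2 (camera, adjusted p = 0.285, adjusted p = 0.0689 and adjusted p = 0.453).

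The remaining 16 lists were not called. Genes that ERK signalling induces gave a median of 0.15, with 17 of 26 higher (camera, adjusted p = 0.427). Leaving out PANO2 turned this into a rise (camera, adjusted p = 5.23e-04) and leaving out B16F10 into a fall (camera, adjusted p = 0.0256), and the CXC chemokine and myeloid growth factor list (camera, adjusted p = 0.546) turned in the same way without PANO2 (camera, adjusted p = 0.00207) or B16F10 (camera, adjusted p = 0.0119). In camera, the RAS family and upstream receptors gave an adjusted p = 0.104, replication-dependent histones an adjusted p = 0.104, epithelial genes an adjusted p = 0.104, lung epithelial genes an adjusted p = 0.209 and the amino acid synthesis and ATF4 list an adjusted p = 0.284, and the median of this last list (0.12) and its mean (-0.02) differed in sign. Pancreatic genes were split as 10 higher, 10 lower and 1 equal, with a mean of -0.15. Calls appeared among these without LLC for the RAS family (camera, adjusted p = 0.0472), without AE17 or B16F10 for histones (camera, adjusted p = 0.0281 and adjusted p = 2.16e-04), without B16F10 for epithelial genes (camera, adjusted p = 1.03e-05), and without PANO2 for lung epithelial genes (camera, adjusted p = 0.0118) and the ATF4 list (camera, adjusted p = 0.0345). Endothelial (adjusted p = 0.38), haematopoietic and macrophage (adjusted p = 0.427), sex-linked (adjusted p = 0.532), glycolysis and hypoxia (adjusted p = 0.546), angiogenesis and vascular leak (adjusted p = 0.674), colon and intestinal (adjusted p = 0.674), housekeeping (adjusted p = 0.719), mesothelial (adjusted p = 0.854) and pancreatic genes (adjusted p = 0.913) were not called in camera with any line left out. Adjusted over the list alone, limma called Ccl2 and Ccl7 among CC chemokines, Prrx1 among mesenchymal genes, Tap2 among MHC class I genes and Aldoc among glycolysis genes, against 0 with adjustment over all genes.

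**Figure D3:**
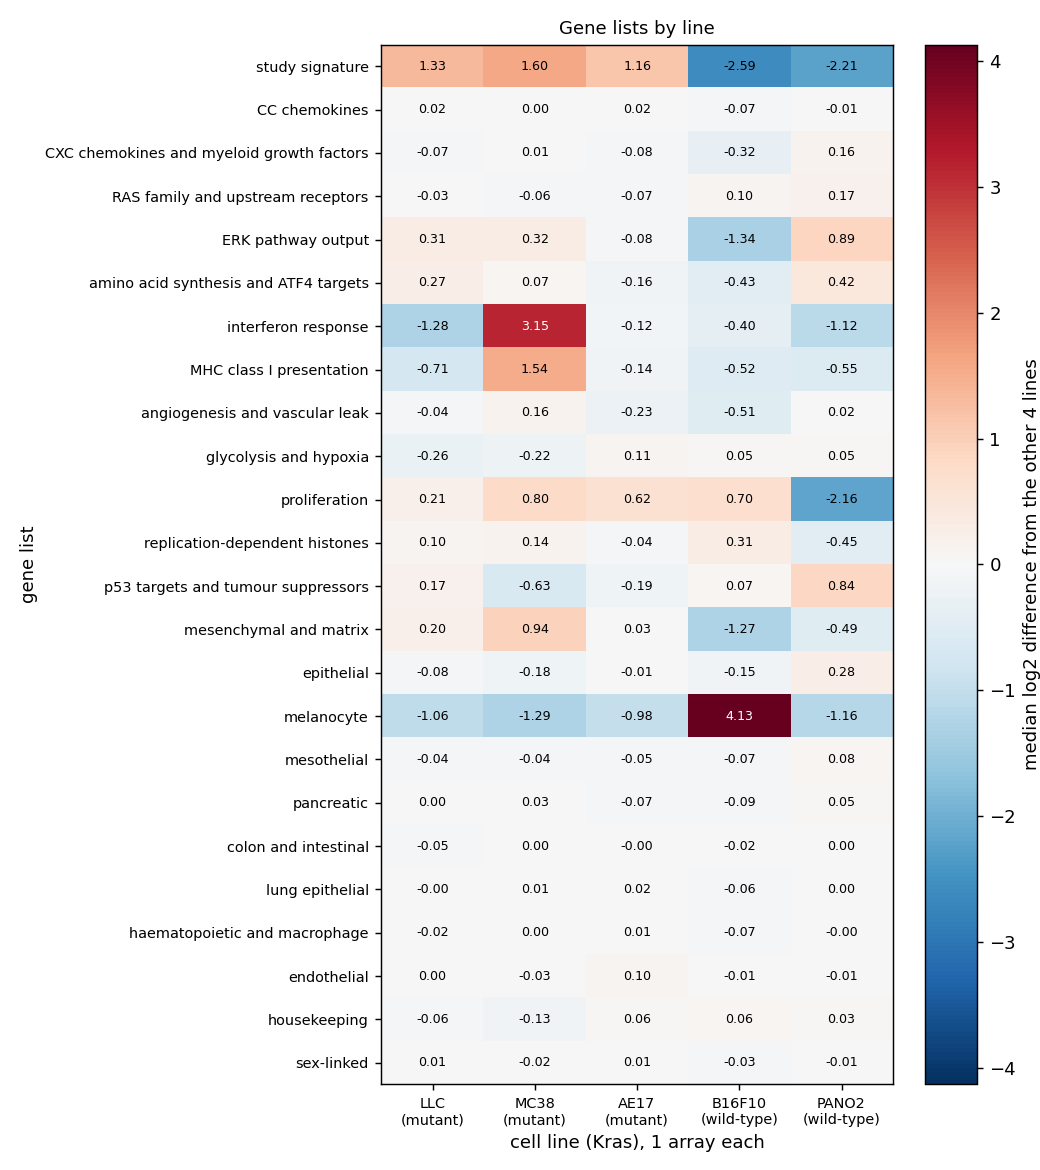
Median log2 difference of each of the 24 gene lists (y axis) between 1 line and the mean of the other 4 (x axis, Kras status in brackets), with red for higher and blue for lower. Melanocyte genes in B16F10 (4.13), interferon response genes in MC38 (3.15) and proliferation genes in PANO2 (-2.16) stand out, as does the study signature in B16F10 (-2.59) and PANO2 (-2.21).

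Each line was also compared with the other 4, to describe what it alone expressed; these counts describe single arrays and carry no test. B16F10 was the most distinct, with 78 genes at least 8-fold above every other line and 25 at least 8-fold below. The pigment cell genes Pmel (13.04), Tyrp1 (12.99), Dct (13.34) and Mlana (12.57) were at most 6.41 in any other line. Of 22 melanocyte genes 20 were highest in B16F10, with a median 4.13 above the mean of the other lines, higher than all of 10000 random lists matched on expression. Syt4 (11.66), a synaptotagmin, and Gjc3 (11.40), a connexin, followed. Ptgs2, the inducible cyclooxygenase, stood at 5.07 in B16F10 and between 10.57 and 12.55 elsewhere, S100a6, a calcium-binding protein, at 6.07, and Anxa3, an annexin, at 5.59.

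PANO2 had 27 genes at least 8-fold above and 24 at least 8-fold below every other line. Several of the highest are expressed by epithelial cells, among them Cdh1, the epithelial cadherin (10.46 against 6.15 to 6.44 elsewhere), Cd24a (11.26), the lipocalin Lcn2 (10.74) and the tensin Tns4 (11.83), and 16 of 26 epithelial genes were highest in PANO2. Sema3c, a secreted semaphorin, reached 11.28 and Trp53i11 11.55. Sdc2, a heparan sulfate proteoglycan, stood at 5.24, B4galt5, a galactosyltransferase, at 4.84 and Rcn1 at 5.84, all at or below the receptor gene level. Each of the 27 proliferation genes was lowest in PANO2, 22 of them by at least 2-fold, with a median of -2.16 against the mean of the other lines. Ccnb2 was 7.95 in PANO2 and at least 11.13 elsewhere, and Mki67 was 8.15 and at least 10.84.

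MC38 had 24 genes at least 8-fold above and 3 at least 8-fold below every other line. The highest were Khdrbs3 (11.23), an RNA-binding protein, the matrix proteoglycan Bgn (12.85), Ddx60 (9.68), a helicase of the antiviral response, Bcl6b (10.29), a transcriptional repressor, Stra6 (10.44), a retinol transporter, and Itgbl1 (9.28). All 28 interferon response genes were highest in MC38, 24 of them by at least 2-fold, and the median lay 3.15 above the mean of the other lines. Oasl2 reached 11.32 and Usp18 11.85, against at most 8.40 and 9.23 elsewhere, both in AE17. Of 13 MHC class I genes 11 were highest in MC38, with a median of 1.54. Ccnd2, a D-type cyclin (7.54), the palmitoyltransferase gene Zdhhc2 (5.01) and Gtpbp10 (5.48) were lowest in MC38. With genes of low mean intensity removed the count of high genes was 15, and without AE17 it was 38.

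AE17 and LLC had fewer genes of their own. AE17 had 17 genes at least 8-fold above and 3 at least 8-fold below every other line. C1qtnf3 (9.87), Wfdc15a (10.40), the bone morphogenetic protein gene Bmp5 (9.03), the neuronal intermediate filament gene Prph (10.00), Slc35g2 (9.30) and the neuropeptide gene Calcb (9.31) were highest, and Nbea (5.82), Tmem176b (7.74) and Snx18 (6.12) were lowest. LLC had 4 genes at least 8-fold above every other line and 0 below. Xist, the RNA that coats the inactive X chromosome, lay 4.20 higher in LLC than in AE17, the next line, where it stood at 6.80. The imprinted genes Peg3 (10.10, at most 5.96 elsewhere) and Grb10 (9.36, at most 5.57 elsewhere) came next, then Mmp3 (9.07), Lgi2 (8.21) and Slc38a4 (10.52). Cryab, a small heat shock protein (5.92), the integrin subunit gene Itgb3 (5.76) and Ifi27 (7.86) were lowest in LLC. The count of high genes was 6 in AE17 and 2 in LLC once genes of low mean intensity over the 5 arrays were removed, a filter that by construction falls on genes near background in the other 4 lines. The LLC count was 10 without MC38 and 13 without AE17, and the AE17 count was 11 with values raised to the receptor gene level.

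**Figure D4:**
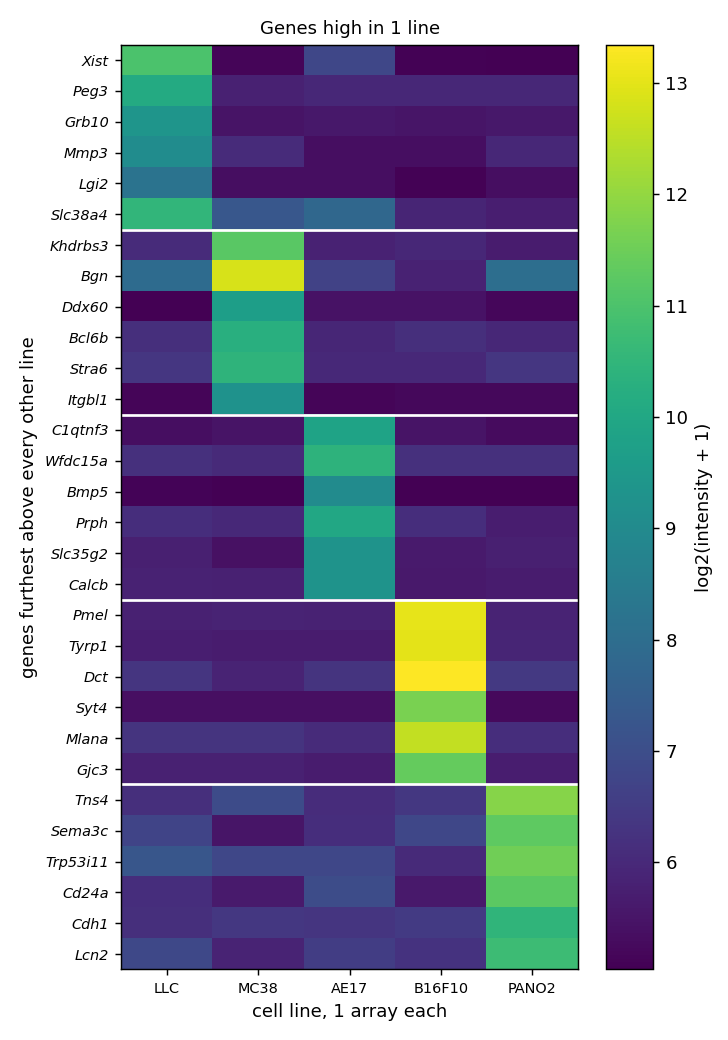
Heat map of log2(intensity + 1) for the 6 genes furthest above every other line in each of the 5 lines (y axis, in blocks of LLC, MC38, AE17, B16F10 and PANO2) on the single array of each line (x axis). Values run up to 13.34 for Dct in B16F10.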

Values the study reported

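Against benign airway cells, the study counted 25 transcripts that passed its 10-fold limit in the Kras-mutant lines and stayed under it in the others. For Ccl2 it listed fold differences from benign airway cells of 85.4 in LLC, 119.3 in MC38 and 97.7 in AE17.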

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

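The search among unnamed probe sets was not among the comparisons fixed in advance and was chosen after the data were seen, and no explanation was tested for it. Of 10273 probe sets with no gene name or several, which entered no comparison above, 5 were separated at least 4-fold between the 3 Kras-mutant and the 2 wild-type lines, a signal in data outside the main measurement. All 5 were higher in the mutant lines and none of them is listed in the annotation. The widest gap was 3.80 (log2), in probe set 17229110, with 9.37 in LLC, 9.20 in MC38 and 8.64 in AE17 against 4.84 in B16F10 and 4.68 in PANO2. The next was 2.91, in probe set 17514349. The other 9 divisions of the lines separated 0 to 6 unnamed probe sets, and the share separated by Kras status was 0.0487%, against 0.14% of named genes.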

How the results depend on the processing

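All alternatives here were planned except the floor at the receptor gene level, which was chosen after the data were seen. Of 143 recomputed values of 12 results, 112 kept their direction and their side of the threshold or stayed within 1.5 times the value reported, 30 moved further, 1 gained significance and 0 reversed. Under quantile normalization, subtraction of array medians, every probe set, the mean of probe sets, the larger offset, the required difference of 1, the most variable genes and the other variance models, no result moved beyond these limits.

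Without genes of low mean intensity, the genes 8-fold higher were 2 in LLC, 15 in MC38 and 6 in AE17, as that filter by construction falls on genes near background in the other 4 lines. With a gap of 1 instead of 2, 77 genes were higher and 42 lower in the Kras-mutant lines, and with a gap of 3, 6 and 2. With a gap of 2 instead of 3, line-specific genes were 11 in LLC, 76 in MC38, 54 in AE17, 175 in B16F10 and 90 in PANO2. The lists called were 0 with an estimated correlation and 1 with fry. With the receptor gene floor AE17 had 11 genes, and the separated genes were still 22 and 9.

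Leaving out each line in turn gave 0 to 357 genes called by limma, 31 to 134 genes higher and 10 to 197 lower, a Ccl2 difference of 4.60 to 6.09, a signature median of 2.58 to 3.08, 4 to 9 lists called, a ratio of distances of 0.708 to 0.841, and line-specific genes of 6 to 13 in LLC, 29 to 38 in MC38, 18 to 23 in AE17, 84 to 87 in B16F10 and 33 to 39 in PANO2. Fewer lines have to be exceeded then, which raises the gap counts by construction. The smallest adjusted p among limma tests ran from 0.00621 to 0.724 over all alternatives. A line left out gives no value for its own genes, and Kras gives none under any alternative. No paired analysis was possible because each line has 1 array and the labels give no replicate shared between lines. Values under about 6 (log2), where most receptor genes lie, are not told apart from background, so differences of dim genes are poorly bounded.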

Other observations

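In this part the tests of interferon genes in MC38 and of neighbouring genes were planned before their results were seen, and the tests of the divisions of lines, scaling, overall likeness, housekeeping genes, p53 targets and immune cell genes were chosen only after. Genes that ERK signalling induces did not divide the lines by Kras status. Their median in PANO2, a Kras-wild-type line, lay 0.89 (log2) above the mean of the other lines, with 13 of 26 genes highest there, and in B16F10, also wild-type, it lay at -1.34 with 19 of 26 lowest; LLC, MC38 and AE17 lay at 0.31, 0.32 and -0.08. In PANO2 the immediate early gene Egr1 (9.36), the growth factor gene Hbegf (10.78) and the receptor gene Epha2 (11.36) were highest, whereas the transcription factor gene Etv1 was 4.90 against 7.25 to 9.80 in the other lines. In B16F10 Epha2 (6.01), Emp1 (8.57), Hbegf (6.47) and the feedback inhibitor Spry4 (6.44) were all the lowest of the 5 lines. PANO2 was also highest for the neutrophil chemokine genes Cxcl2 (9.87, at most 6.49 elsewhere) and Cxcl5 (11.07, at most 10.43 elsewhere). Of 24 genes of the CXC chemokine and myeloid growth factor list 12 were highest there, but only 2 by at least 2-fold. Among the 12, Il6 (5.44), Cxcl15 (5.49) and Il1a (5.31) lay below the receptor gene level. Cxcl1, another neutrophil chemokine gene, was instead lower in the wild-type lines, at 6.14 in PANO2 and 6.18 in B16F10 against 7.89, 7.58 and 8.29 in LLC, MC38 and AE17. The study altered mutant Kras within lines and measured secreted protein by ELISA. It reported that CCL2 responded, whereas CXCL1 and CXCL2 did not.

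In LLC, MC38 and AE17 the lists of genes of the tissue of origin lay near the other lines, and in PANO2 part of the pancreatic list was higher. The lung epithelial list had a median of -0.00 in LLC against the mean of the other lines, the mesothelial list -0.05 in AE17, the colon and intestinal list 0 in MC38 and the pancreatic list 0.05 in PANO2, at the 56.7, 11.3, 69.8 and 98.7 percentiles of matched random lists. Msln, the mesothelin gene, was 5.85 in AE17, near the receptor gene level, but 9.59 in MC38 and 10.63 in PANO2. Of lung epithelial genes, Rtkn2 (9.98, and 9.78 in AE17) and Etv5 (8.39) were highest in LLC, and Aqp5 was 6.61 in LLC and 10.14 in PANO2. Intestinal Cdh17 was 5.52 in MC38 and 8.18 in PANO2. Of 21 pancreatic genes, 8 were highest in PANO2 and 3 of these by at least 2-fold: Krt19 (9.71) lay 3.80 above every other line, Sox9 (10.65) 1.41 and Pdx1 (7.32) 1.25. The rise in PANO2 was not particular to pancreatic genes, as 10 of 24 mesothelial and 16 of 26 epithelial genes were highest there too. Krt19 is also on both of those lists. All are values of single arrays.

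The separation of the Kras-mutant from the wild-type lines held 31 genes, and the highest of the other 9 divisions held 21. With 10 divisions, 1 of which reached 31, the splits are too few for a share under 0.05. Housekeeping genes differed between the classes by a median of -0.0198 (SD 0.263), far short of a 4-fold gap. An offset left between the normalized arrays is thus argued against as the whole cause. The arrays had been made alike beforehand, so this check cannot judge scaling before normalization. General likeness of LLC, MC38 and AE17 cannot be told apart from Kras status, because these lines are the Kras-mutant ones. Over the other divisions the gene count did not fall as the ratio of distances rose (Spearman rho = 0.017). Those divisions share lines, so this decides little. Tissue and culture history differ between the lines too, and mutations of other genes may. These stay open beside Kras, so for the separated genes as a set the link to Kras is a hypothesis. The study found no mutation of Egfr, Pik3ca or Braf in these lines. For Ccl2 it also altered mutant Kras within cell lines and reported that Ccl2 expression changed in parallel.

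Proliferation genes were low in PANO2, by a median of -2.16. Housekeeping genes lay at 0.032, which argues against an offset left in the normalized array. Whether the array was dim before normalization cannot be told from this. A candidate explanation is higher output of the p53 pathway, as the list of p53 targets and tumour suppressors had a median of 0.84 in PANO2, with Trp53inp1 at 11.21, Mdm2 at 11.26 and Cdkn1a at 12.19. The medians of that list and of proliferation genes were -0.63 and 0.80 in MC38, -0.19 and 0.62 in AE17, 0.07 and 0.70 in B16F10 and 0.17 and 0.21 in LLC; the relation over the 5 lines was not tested. In B16F10, Trp53inp1 (10.35) and Cdkn1a (11.65) also lay above LLC, MC38 and AE17, although the proliferation genes of B16F10 were not low. Mdm2 (9.82) in B16F10 did not lie above LLC. Density of the culture at harvest was not tested and stays open. Proliferation genes are mRNA levels, and in its growth assays the study found no higher proliferative or clonogenic capacity particular to the Kras-mutant cells.

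Interferon response genes were high in MC38, by a median of 3.15. Immune cells in the MC38 culture are argued against only in part. Ptprc (4.91), Lyz2 (5.49), Laptm5 (5.73) and Tyrobp (5.92), abundant in such cells, lay below the receptor gene level. Itgb2 (9.63), Ly6c2 (8.02) and Fcgr3 (6.88) were however highest in MC38. These genes were picked after their values were seen. The haematopoietic list had a median of 0 in MC38, with 6 of 22 genes highest and 3 lowest there. Only 8 of 22 lay above the receptor gene level, so that median decides little. An offset left in the normalized array is argued against by housekeeping genes at -0.13, which cannot judge scaling before normalization. Among 19 interferon genes the largest excess of MC38 over every other line was 0.29, in Ifna7, which argues against interferon mRNA at levels the array measures, while lower levels could still be present. Interferon-independent activation of the same genes was not tested and stays open, as does an infection of the culture.

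Loss of stretches of the genome was examined as a hypothesis for genes low in a single line. In B16F10, 77 genes lay at least 4-fold below every other line, and the 75 of them placed in the reference gene order formed 4 pairs of neighbours, against 0.341 among random genes of like intensity (adjusted permutation p = 0.0045, over 5 lines). The pairs were Pla2g4a and Ptgs2os, Ptgs2os and Ptgs2, H2ac15 and H1f5, and Ankrd1 and Pcgf5. AE17 had 1 pair, Tmem176b and Tmem176a (adjusted permutation p = 0.0372), and PANO2 had 1, Pbk and Esco2 (adjusted permutation p = 0.692). The excess of pairs may come from lost segments, but shared regulation of neighbouring genes predicts the same pairs, and nothing here separates them.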
